A study of Caenorhabditis elegans with 6 samples.

How the data were processed

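Small RNA was sequenced from dissected gonads of adult N2 males and hermaphrodites. Per the labels' protocols, total RNA was extracted with a column kit and libraries were made from it with the TruSeq Small RNA kit. The groups and replicate numbers were taken from the sample titles, giving 3 libraries per sex. The labels give no sequencing date or batch.

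Both kinds of file that the authors deposited were used. The authors deposited 1 table per sample of whole-number read counts for 253 miRNA genes, which were not normalized. The genome build (ce10) and the miRBase release (22) appear only in the file names and column names, and the aligner, the trimming, the length filter and the treatment of reads that match several miRNAs are not stated per the labels. No entry lacked a miRNA name. The authors also deposited a table of normalized values for the 6 libraries, used here as a signal, whose method is not stated. Each library's deposited counts divided by these values gave a single size factor, from 0.3172 for male replicate 3 to 1.7396 for hermaphrodite replicate 1. The factors were equal, within 4.4e-16, to median-of-ratios size factors computed here over the 119 miRNAs counted in every library. The table therefore carries the same information as the counts under another scaling, and was used only as an alternative.

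The comparison used edgeR 4.0.16 in R 4.3.3 on the deposited counts. Low miRNAs were removed with filterByExpr at its defaults (minimum count 10), which kept 124 of 253 miRNAs and left out 129. Libraries were scaled with TMM, with factors from 0.5602 to 1.6235. Dispersions were estimated with estimateDisp and robust settings, and the quasi-likelihood F-test (glmQLFit with robust=TRUE, then glmQLFTest) compared the sexes with no other term. Tests were two-sided and p-values were adjusted with Benjamini-Hochberg at a threshold of 0.05. Log2 fold changes are male over hermaphrodite, and each standard error is the log2 fold change divided by the square root of F. CPM are counts scaled to a common library size, and scaled CPM use the TMM-scaled library size in place of the library total. Where each library of one sex had 3 counts or fewer, a fold change was computed against the mean limit of 3 counts and given as a lower bound. Gene set tests used camera with an inter-gene correlation of 0.01, camera with an estimated correlation, and fry, on voom values, from limma 3.58.1. Shares were computed from all miRNA counts of a library and compared by exact permutation with scipy 1.17.1 in Python 3.11.15. Intervals for single-library shares are 95% Wilson intervals.

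The test, the detection criterion, the lists and the alternatives named here were chosen before the data were examined, except where stated. The miRNAs named include the 6 with the largest log2 fold change in each direction. These were taken among miRNAs with an adjusted p under 0.05, a mean of at least 10 scaled CPM in the higher sex and no overlap between the sexes. Also named are the 5 with the highest mean CPM in each sex and the members of 4 lists. The lists were the mir-35 family, a set of 12 miRNAs recalled as examined further by the study and not checked against a publication, the let-7 family, and markers of somatic tissue. Other miRNAs named in the closing section were chosen after their values were seen.

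Alternatives were RLE, upper-quartile and library-total scaling, TMM without the mir-35 family, DESeq2 1.42.0 (Wald test), limma-voom, glmQLFit with robust=FALSE, no filter, a stricter filter of at least 10 counts in 3 libraries and a mean of 10 CPM, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, a test against a 2-fold change (glmTreat), and limma-trend on the authors' normalized values with a pseudocount of 1 or 0.1. Summing lettered or numbered copies of one miRNA was added after the data were seen. The model was tested on simulated data: in 20 simulated sets of 124 miRNAs, 83.4% of 30 miRNAs changed by 2 on the log2 scale were recovered and 3.1% of calls were false. With no change simulated, 5.51% of the 124 miRNAs had an unadjusted p under 0.05. Only 30 changes were simulated because only 124 miRNAs are tested. The simulated changes had random direction, were fewer than the calls made here and were smaller than the largest changes found. These rates therefore do not cover errors from the scaling between libraries.

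Library totals ranged from 245399 to 2621478 counts. PCR copies cannot be told from separate molecules in these counts, so intervals and limits cover counting error only. Chromosome, gene order, neighbours and host genes come from the WBcel235 annotation, Ensembl release 115, and were matched by miRNA name for 248 of the 253 miRNAs. As that build differs in name from the one in the file names, no coordinate is given and none was converted. Genomic clusters are miRNA genes on one strand that start at most 10 kb apart. Raw reads, other RNA classes and the arms of each hairpin were not analysed here.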

Results

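MicroRNAs (miRNAs) were profiled in gonads dissected from adult wild-type (N2) Caenorhabditis elegans. The series held 3 small RNA libraries from male gonads and 3 from hermaphrodite gonads. N2 is the standard laboratory strain, in which the adult hermaphrodite gonad makes oocytes after an earlier period of sperm production and the male gonad makes sperm. Per the series' design, the questions were which miRNAs are present in gonads and which are more abundant in the male gonad. Each library was a list of read counts for 253 miRNA genes.

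The hermaphrodite libraries held 2621478, 2342038 and 2268159 miRNA counts for replicates 1 to 3. The male libraries held 597166, 440348 and 245399 counts. The mean total was 5.64-fold lower in male libraries, and the smallest hermaphrodite library was 3.80-fold larger than the largest male library. Depth and sex were therefore confounded, and the labels give no batch within which the sexes could be compared. A count of 3, the limit that a count of 0 allows, corresponded to between 1.14 CPM (counts scaled to a common library size) in hermaphrodite replicate 1 and 12.2 CPM in male replicate 3. Intervals and limits of this kind cover counting error only. The labels list the 6 libraries as separate samples, and they were treated as such. The counts of every pair of libraries of one sex differed by more than sampling noise (smallest chi-square 2684 on 122 degrees of freedom, male replicates 1 and 2), so no library appeared to be entered more than once. This comparison does not show whether the samples were prepared independently. In a principal component analysis of log2 scaled CPM, the first component held 88.7% of the variance and separated the sexes. The second held 8.1% and set male replicate 3 apart from the other male libraries.

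The first comparison asked which miRNAs were present in each gonad. At a minimum of 10 CPM in at least 2 of the 3 libraries of a sex, 96 miRNAs were detected in hermaphrodite gonads and 120 in male gonads, of which 90 were shared. Another 72 of the 253 miRNAs had no count in any library. The order of the sexes depended on the criterion. With at least 10 raw counts in at least 2 of 3 libraries, 112 miRNAs were detected in hermaphrodite gonads and 108 in male gonads. The criterion that moved the counts most, 1 CPM in at least 2 of 3 libraries, gave 135 and 142, although 1 CPM is below 3 counts in all 6 libraries. At 10 CPM, male replicate 3 was itself below 3 counts.

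A few miRNAs held most of the counts. The 10 most abundant miRNAs over the 6 libraries took 76.0% ± 1.01 (SD, n = 3) of hermaphrodite counts and 75.0% ± 0.743 (SD, n = 3) of male counts, a difference within the spread between replicates. Ranking each library on its own moved these shares to 84.8% and 83.0%. In hermaphrodite gonads the 5 most abundant miRNAs were mir-82 with 25.0% ± 0.577 of counts (SD, n = 3), mir-81 with 12.9% ± 1.23, mir-72 with 10.7% ± 0.623, mir-35 with 7.69% ± 0.081 and mir-61 with 7.32% ± 0.839. In male gonads they were mir-2209a with 15.4% ± 4.26 (SD, n = 3), mir-235 with 13.9% ± 11.7, mir-82 with 11.7% ± 0.535, mir-61 with 8.63% ± 4.72 and mir-81 with 8.06% ± 0.762. The male share of mir-235 rested on replicate 3, where it reached 27.4% of counts (95% Wilson interval 27.2% to 27.6%). It was 7.34% in replicate 1 and 6.84% in replicate 2, and the male mean without replicate 3 was 7.09%. The lower of these, 6.84%, still exceeded the highest hermaphrodite share of 1.29%.

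The mir-35 family comprises mir-35 to mir-42, which are abundant in oocytes and embryos of this species. The family took 18.5% ± 0.660 (SD, n = 3) of hermaphrodite counts and 0.0581% ± 0.0049 (SD, n = 3) of male counts. The mean share was 318-fold higher in hermaphrodite gonads and every hermaphrodite library lay above every male library. Over the 3 male libraries mir-35 had 273 raw counts, 0.0491% of its hermaphrodite count with no adjustment for the lower male depth. Its mean was 76940 CPM in hermaphrodite and 223 CPM in male gonads. For the share of the family, the two-sided exact permutation p was 0.1, which is the smallest value that 3 libraries against 3 can give. Removing mir-82, the most abundant miRNA outside the family, from the totals moved the shares to 24.6% and 0.0659%.

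**Figure D1:**
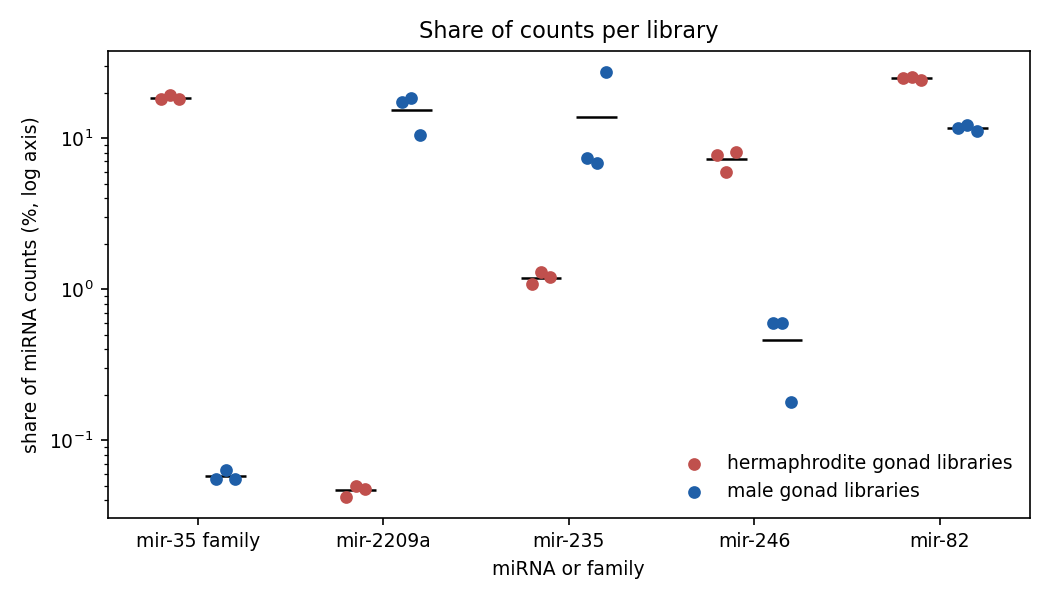
Share of miRNA counts (percent, log axis) in each of the 6 libraries, for the mir-35 family summed and for 4 single miRNAs. Each point is 1 library and each black line a group mean over 3 libraries; the mir-35 family lies near 18.5% in hermaphrodite and near 0.0581% in male libraries, and male replicate 3 stands apart for mir-235 at 27.4%.

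The main comparison set male against hermaphrodite gonads for each miRNA. Of the 253 miRNAs, 124 passed the filter on low counts and were tested. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 69 miRNAs differed at an adjusted p under 0.05, of which 38 were higher in male and 31 higher in hermaphrodite gonads. A change of at least 2-fold was estimated for all 38 of the former and for 30 of the latter. For 84 of the 124 tested miRNAs (67.7%), every library of one sex lay above every library of the other in scaled CPM, where chance gives 10%. The biological coefficient of variation was 0.373. Trimmed mean of M values (TMM) scaling left a median log2 fold change of 0.15 over all tested miRNAs.

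The number in each direction depended on the scaling between libraries. Scaling by library totals moved the split most, to 69 higher in male and 20 higher in hermaphrodite gonads, with the median log2 fold change raised by 1.03. TMM computed without the mir-35 family gave 28 and 36, with that median shifted by -0.50. Relative log expression (RLE) scaling gave 32 and 33, and upper-quartile scaling 50 and 27. Of the 69 miRNAs, 48 kept their call and direction under all 4 of these scalings, 28 of them higher in male and 20 higher in hermaphrodite gonads. Without hermaphrodite replicate 2 the number higher in male gonads was 24, and without hermaphrodite replicate 3 it was 23.

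**Figure D2:**
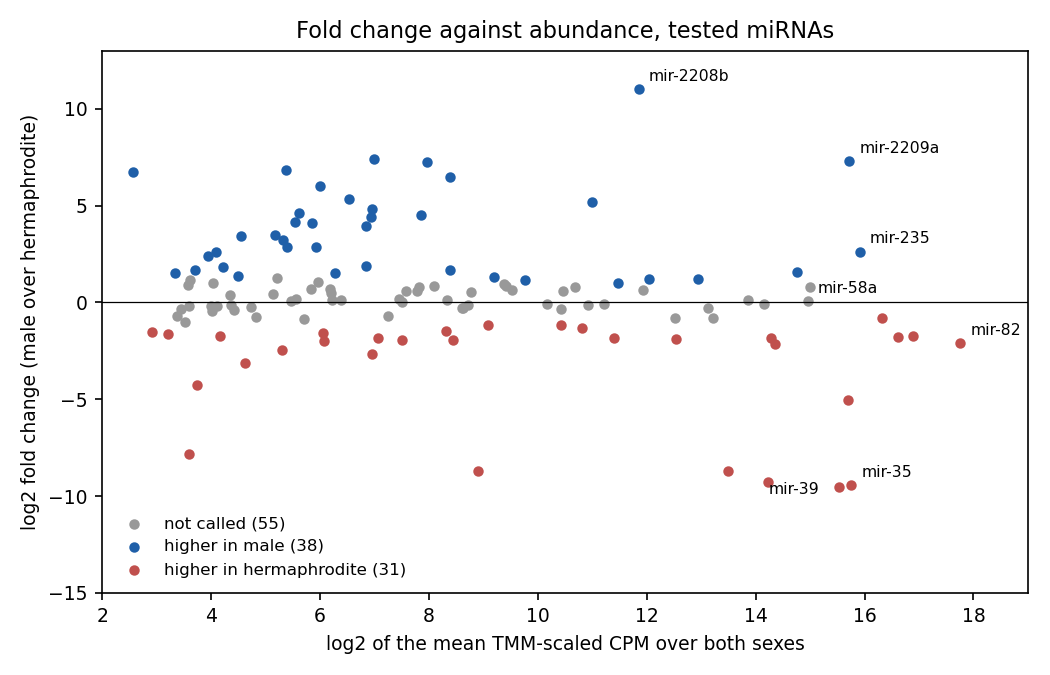
Log2 fold change (male over hermaphrodite) against the log2 of mean TMM-scaled CPM over both sexes, 1 point per tested miRNA. Blue points are the 38 miRNAs higher in male gonads, red points the 31 higher in hermaphrodite gonads and grey points the 55 not called; miRNAs with 3 counts or fewer in each library of one sex are drawn at their fitted value.

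**Figure D3:**
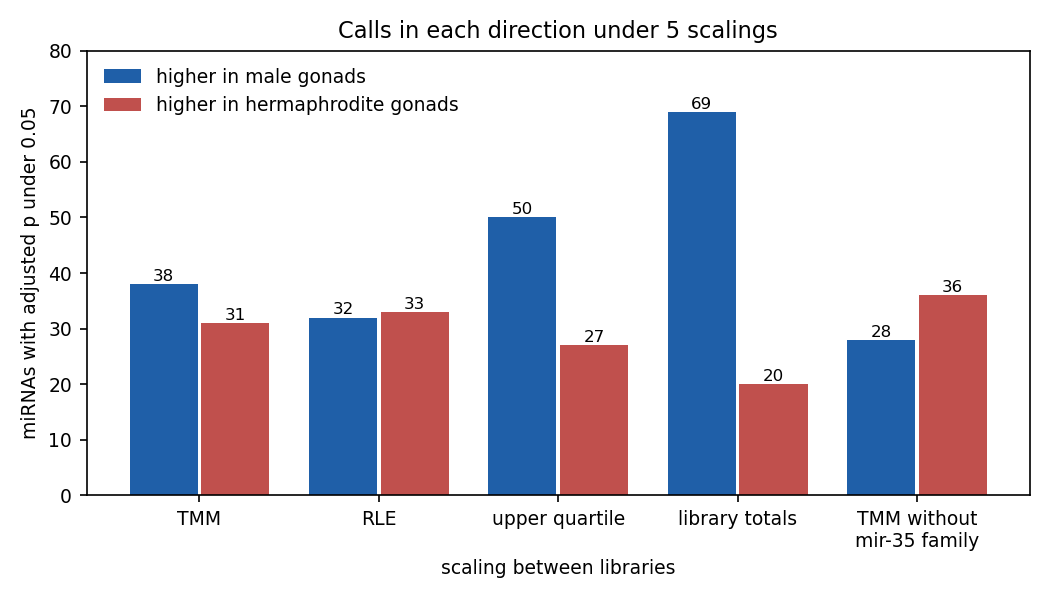
Number of miRNAs with an adjusted p under 0.05 in each direction (bars start at 0) under 5 scalings between libraries. The male and hermaphrodite numbers were 38 and 31 with TMM, and moved to 69 and 20 with library totals and to 28 and 36 with TMM computed without the mir-35 family.

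The largest increase in male gonads was in mir-2208b, with a log2 fold change of 11.02 (SE 0.625, adjusted p 2.26e-48, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its scaled abundance was 3.39 CPM ± 1.76 (SD, n = 3) in hermaphrodite and 7370 CPM ± 361 (SD, n = 3) in male gonads. For mir-2208a the log2 fold change was 7.41 (SE 0.71), with 1.41 scaled CPM ± 1.36 (SD, n = 3) and 251 scaled CPM ± 14.6 (SD, n = 3). The most abundant member of the group, mir-2209a, rose from 673 scaled CPM ± 189 (SD, n = 3) to 106831 scaled CPM ± 18658 (SD, n = 3), a log2 fold change of 7.31 (SE 0.46). For mir-2209c the log2 fold change was 7.25 (SE 0.61). All hermaphrodite libraries held 3 counts or fewer for mir-2209b and mir-261, so only lower bounds can be given. In male gonads mir-2209b was at least 45.8-fold higher and mir-261 at least 6.60-fold higher, at a mean of 11.9 scaled CPM ± 4.28 (SD, n = 3). The adjusted p-values of these 5 miRNAs from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment lay between 3.04e-42 for mir-2209a and 1.36e-10 for mir-261. The rank of mir-261 rests on its fitted value, since mir-58c, at a log2 fold change of 6.49 (SE 0.55), rose by more than its lower bound. The mir-2208 and mir-2209 genes are annotated on chromosome IV outside other genes, and mir-261 in an intron of B0034.1 on chromosome II. Lettered members of these families are similar in sequence and the counting of reads that match several members is not stated, so their separate values are uncertain. Summed over members, mir-2208 changed by 10.62 (SE 0.59) and mir-2209 by 7.32 (SE 0.43) on the log2 scale.

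In the reverse direction the largest differences were in the mir-35 family. The log2 fold changes were -9.55 for mir-39 (SE 0.51), -9.45 for mir-35 (SE 0.50), -9.26 for mir-37 (SE 0.53) and -8.73 for mir-36 (SE 0.53). Their adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 4.28e-53, 4.28e-53, 3.88e-48 and 2.54e-43. In scaled CPM, mir-35 stood at 110736 ± 24629 (SD, n = 3) in hermaphrodite and 160.0 ± 46.0 (SD, n = 3) in male gonads. Male libraries all held 3 counts or fewer for mir-40, which was at least 162-fold lower in male gonads, and for mir-8196b, which was listed at 0 in each of them and was at least 4.06-fold lower. The rank of mir-8196b rests on its fitted value, since mir-246, at a log2 fold change of -5.05 (SE 0.41), fell by more than its lower bound. The genes mir-35 to mir-41 form a cluster on chromosome II, antisense to Y62F5A.9, and mir-42 lies apart on the same chromosome. On the X chromosome, mir-8196b is antisense to prx-1.

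**Figure D4:**
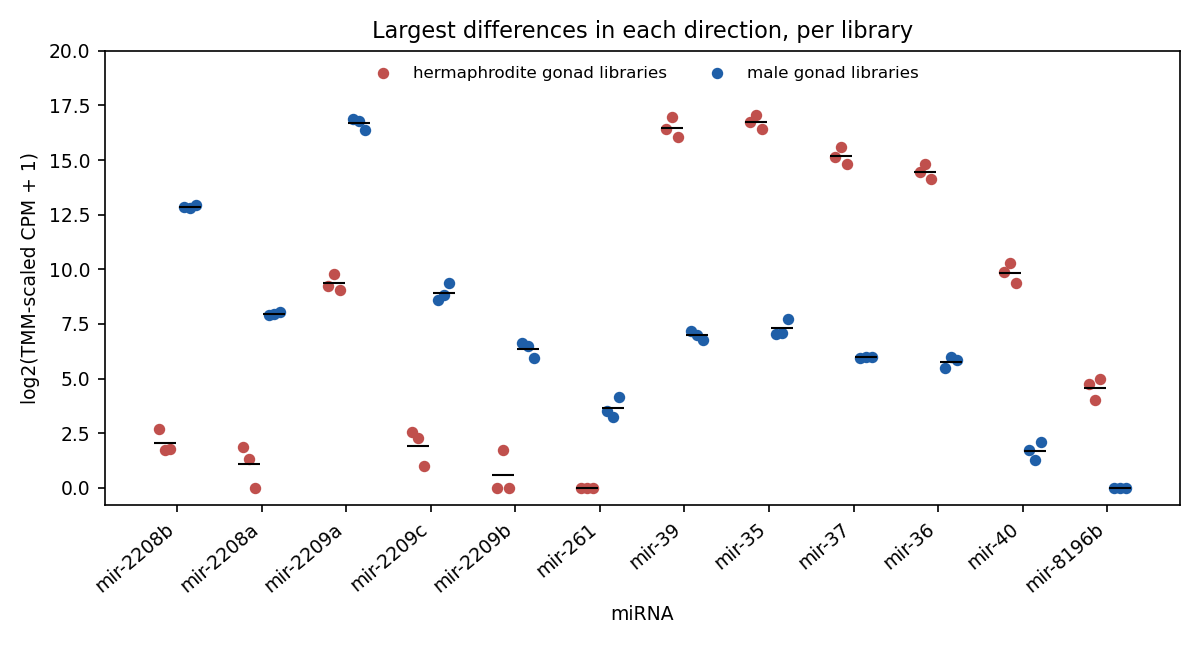
TMM-scaled abundance, as log2(CPM + 1), of the 6 miRNAs with the largest fitted log2 fold changes in each direction. Each point is 1 library and each black line a group mean over 3 libraries. The rank of mir-2209b, mir-261, mir-40 and mir-8196b rests on fitted values, as each library of one sex held 3 counts or fewer. Male and hermaphrodite libraries do not overlap for any of the 12, and points at 0 are libraries with no count.

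Of the most abundant miRNAs, mir-82 fell by 2.12 on the log2 scale in male relative to hermaphrodite gonads (SE 0.33), mir-72 fell by 1.80 (SE 0.35) and mir-81 fell by 1.71 (SE 0.34). Their adjusted p-values were 4.14e-09, 1.46e-06 and 3.45e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 kept direction and call in each alternative tried. The difference in mir-61 was smaller and not stable, with the call lost in 7 of 16 alternatives, in 1 of which the direction was also reversed. Its log2 fold change was -0.83 (SE 0.34, adjusted p 0.0317, same test), and under library totals it was 0.24. The male increase of mir-235 had a log2 fold change of 2.61 (SE 0.60, adjusted p 0.00289, same test). That call was lost without hermaphrodite replicate 2, where the adjusted p was 0.0585, and without hermaphrodite replicate 3, where it was 0.0663. Over all alternatives its log2 fold change ranged from 1.16 to 3.54 and its adjusted p from 3.83e-06 to 0.0663. The lowest value of both came without male replicate 3, so the size of the change, though not the call, rested largely on that library.

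Of the 8 members of the mir-35 family, 7 were tested and all 7 were lower in male gonads, over all miRNAs tested and adjusted over the list alone. This direction held under all 5 scalings. Their median log2 fold change was -8.73. For mir-38 the male libraries were at or under 3 counts and the difference was at least 4.14-fold. For mir-42 the log2 fold change was -3.13 (SE 0.70). Untested because of its low counts, mir-41 had 41, 8 and 53 counts in hermaphrodite replicates 1 to 3 and 0 in each male library. In a camera test of the family the p was 8.96e-09 (two-sided, Benjamini-Hochberg adjusted 2.69e-08 over the 3 lists tested), and the rotation test fry gave 7.37e-06.

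A list of 12 miRNAs recalled as those the study examined further, whose membership was not checked against a publication, comprised mir-58a, mir-83, mir-235, mir-4807, mir-4808, mir-4809, mir-4810a, mir-49, mir-57, mir-261, mir-357 and mir-358. If the study chose them on these libraries, as is presumed here, the overlap is not independent evidence. Of the 12, 11 were higher in male gonads over all miRNAs tested and 11 adjusted over the list alone. The exception was mir-58a, with a log2 fold change of 0.07 (SE 0.36) and an adjusted p of 0.87 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its direction was reversed in 10 of 16 alternatives, among them RLE scaling, at -0.27, and TMM without the mir-35 family, at -0.42. Under library totals it was called as higher in male gonads, at 1.12 with an adjusted p of 0.0194, within a range of 0.0194 to 0.993 over its alternatives. The adjacent X-linked miRNAs mir-4807, mir-4808, mir-4809 and mir-4810a changed by 4.53 (SE 0.52), 4.81 (SE 0.60), 5.34 (SE 0.66) and 4.17 (SE 0.64) on the log2 scale. Smaller changes were found for mir-49 at 2.85 (SE 0.61), mir-357 at 2.86 (SE 0.59), mir-358 at 2.62 (SE 0.63), mir-83 at 1.86 (SE 0.52) and mir-57 at 1.58 (SE 0.37). In male replicate 3, mir-49 stood at 143 scaled CPM, against 45.8 and 33.6 in male replicates 1 and 2. For mir-357 these values were 203, 72.8 and 47.6. Over the alternatives the lowest log2 fold changes of mir-49 and mir-357 were 1.72 and 1.71, and both kept direction and call in all 16. Without hermaphrodite replicate 3 the adjusted p of mir-57 was 0.0517, with a range of 3.98e-05 to 0.0517 over its alternatives. The 11 calls each kept their direction under all 5 scalings. The median log2 fold change of the list was 2.85, or 2.79 with mir-261 at its lower bound. The camera p was 0.00017 (adjusted 0.000255 over the 3 lists) and the fry p 0.000624. With the correlation between members estimated from the data, the camera p was 0.0226 for the mir-35 family and 0.102 for this list, so only the former stayed under 0.05. Both lists stayed under 0.05 with fry.

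The let-7 family (let-7, mir-48, mir-84 and mir-241) is best known from somatic tissue. None of its 3 tested members was called, over all miRNAs or adjusted over the list alone, and 1 had an unadjusted p under 0.05. The log2 fold changes were 0.13 for let-7 (SE 0.37), 0.78 for mir-48 (SE 0.36) and 0.65 for mir-241 (SE 0.41). The camera p was 0.62 and the fry p 0.0788. These results depended on the scaling and the filter. Adjusted over all miRNAs, mir-48 was called as higher in male gonads in 3 of 16 alternatives (upper quartile, library totals and no filter), mir-241 in 2 (upper quartile and library totals) and let-7 in 1 (library totals). The lowest adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all under library totals, were 0.00014, 0.000237 and 0.0103, and the highest over the alternatives were 0.334, 0.646 and 0.934. The direction of let-7 was reversed in 8 alternatives, among them RLE scaling, at -0.20, and TMM without the mir-35 family, at -0.34. The fry p was also under 0.05 with library totals (4.34e-06), upper-quartile scaling (0.00213) and no filter (0.00343), while camera gave 0.173, 0.3 and 0.418. All libraries listed mir-84 at 0, so a difference was not detectable; 5 other miRNAs numbered up to mir-90 also had 3 counts or fewer in every library.

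Of 6 miRNAs listed beforehand as markers of somatic tissue, 4 were tested. Adjusted over all miRNAs 3 were called, and 4 when adjusted over the list alone. The muscle miRNA mir-1 was lower in male gonads, with a log2 fold change of -1.16 (SE 0.41). The glial and hypodermal mir-228 was higher, at 1.22 (SE 0.39), as was the neuronal lsy-6. In scaled CPM, lsy-6 stood at 5.42 ± 1.03 (SD, n = 3) in hermaphrodite and 14.7 ± 11.6 (SD, n = 3) in male gonads. The intestinal mir-60 was not called over all miRNAs, at 0.93 (SE 0.43). Their adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0121, 0.00458, 0.0262 and 0.0582. The call of mir-1 was lost in 3 of 16 alternatives, and under library totals its adjusted p was 0.886, within a range of 0.00158 to 0.886 over its alternatives. The call of mir-228 was lost in 3 of 16 alternatives. Its adjusted p was 0.0894 with TMM without the mir-35 family, 0.149 without hermaphrodite replicate 2 and 0.165 without hermaphrodite replicate 3, within a range of 0.000266 to 0.165. The call of lsy-6 was lost in 8 of the 12 alternatives that tested it. Its adjusted p was highest without male replicate 2, at 0.702, within a range of 0.0112 to 0.702. A call was gained for mir-60 in 2 of 16 alternatives, library totals and the fit without male replicate 3. In the latter its adjusted p was 0.0021, within a range of 0.0021 to 0.813. The neuronal mir-124 and mir-791 were too low to test.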

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

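The test in this part was chosen after the counts had been seen. The filter on low counts left 129 miRNAs out of the comparison, 72 of them with no count anywhere. Among the others, 7 had more than 3 counts in each library of at least 1 sex, above the limit that a count of 0 allows. They were mir-247, mir-41, mir-4934, mir-4938, mir-791, mir-8196a and mir-8201. All 7 passed that limit in the hermaphrodite libraries and 0 did so in the male libraries. The filter keeps miRNAs above 6.98 CPM, which over 3 counts in each of the small male libraries nearly always exceed, so this one-sidedness follows from the filter and the library sizes and says nothing about the sexes.

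Depth does not account for mir-41, a member of the mir-35 family. It had 102 counts over the hermaphrodite libraries and was listed at 0 in every male library, where its hermaphrodite share would give 18.1 counts in total under a difference in library size alone. In the fit with no filter on low counts, 2 of the 7 were called, both higher in hermaphrodite gonads. The adjusted p was 0.000647 for mir-41 and 0.0392 for mir-8196a in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Reads shared with other family members were not tested for mir-41 alone, and the sex of the gonad remains an open explanation for both.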

How the results depend on the processing

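The alternatives were chosen before the counts were seen, except the sum over copies, which was chosen after seeing the data. Over 19 alternative fits and thresholds, no miRNA of the 69 was called in the opposite direction. The total number of calls ranged from 49 to 89 and stayed within 1.5 times of 69. The numbers per direction were less stable. With library totals only, 69 miRNAs were higher in male and 20 in hermaphrodite gonads, and at least 2-fold changes numbered 63 and 13. Of all calls, 77.5% were then higher in male gonads, against 55.1% with TMM and 43.8% with TMM computed without the mir-35 family (28 against 36). These scalings shifted the median log2 fold change by 1.03 and -0.50, RLE by -0.35 and upper quartile by 0.22, so by construction a change near 0 can take either sign. A test against a 2-fold change gave 27 male-enriched and 22 hermaphrodite-enriched miRNAs.

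Leaving out one library at a time gave from 49 to 87 calls in total, from 23 to 43 higher in male gonads and from 23 to 34 male-enriched at 2-fold. The lowest value of all 3 ranges came without hermaphrodite replicate 3, which tests 114 miRNAs on fewer libraries. Without hermaphrodite replicate 2 the split was 24 against 30, so that 44.4% of calls were higher in male gonads. All 6 such fits kept 46 of the 69 calls. Those lost at least once were lin-4, lsy-6, mir-1, mir-1821, mir-228, mir-235, mir-239a, mir-243, mir-248, mir-261, mir-34, mir-38, mir-52, mir-54, mir-57, mir-58b, mir-61, mir-75, mir-788, mir-789-2, mir-797, mir-8196b and mir-8202; for mir-261, mir-38 and others near the count limit the loss includes fits whose filter removed them. None of the 23 was called in the opposite direction.

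Of the named miRNAs, 3 reversed, all with small changes. Under library totals mir-61 changed by 0.24. For mir-58a the log2 fold change was -0.27 under RLE scaling, -0.42 under TMM without the mir-35 family, -0.27 with DESeq2 and -0.0096 with the stricter filter, and from -0.30 to -0.0098 across the 6 fits that each left out one library. For let-7 it was -0.20 under RLE scaling, -0.34 under TMM without the mir-35 family, -0.20 with DESeq2, and from -0.24 to 0.028 across those 6 fits. The shift of the median covers the scaling cases and DESeq2, which shifted it by -0.34, against -0.35 with RLE. The cause of the other reversals was not tested. Over 559 fits of 36 named miRNAs, 51 changed: 23 were weaker, 9 stronger and 19 reversed, and 22 miRNAs kept direction and call in all 16. Another 3 (mir-261, mir-38 and mir-8196b) kept them only in the 10, 12 and 13 fits that tested them.

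The family's share moved to 24.6% in hermaphrodite and 0.0659% in male libraries once mir-82 was removed, because the total shrank. The share of the authors' normalized values equals the share of counts by construction and tests nothing. The 10 most abundant miRNAs of each library on its own took 84.8% and 83.0%, since each library then chooses its own. The set tests do not use DESeq2, voom as the fit, the robust setting, the p threshold or the normalized table, so those settings gave no values for them. With copies summed, 61 of 117 tested miRNAs or families were called.

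With the replicate number as a replicate block, 58 miRNAs were called, 31 of them higher in male gonads, and all 58 were among the 69. The deviations of same-numbered libraries from their group means correlated at -0.119, -0.046 and -0.268, which gives no sign of pairing. With 3 libraries per sex, and male replicate 3 apart from the other male libraries, these correlations cannot exclude pairing. Whether same-numbered samples were prepared together stays unknown.

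Depth limits the male side most. In male replicate 3 a count of 3 is 12.2 CPM, above the detection minimum of 10 CPM, and detection in males fell from 120 to 108 miRNAs at 10 raw counts. Thinning all hermaphrodite libraries to 427638 counts, the mean male total, left a median of 61 calls over 20 draws.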

Other observations

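The tests of chromosome position, host genes, the X chromosome, genomic clusters, library size and splits of the libraries were chosen before their results were seen; the tests of carry-over, shared reads, somatic tissue, the right part of chromosome III, single chromosomes, mir-80 and mir-84 were chosen afterwards.

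Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many as 69 calls, the real one. The other 9 gave 0 calls, with 0 to 3 miRNAs at an unadjusted p under 0.05. Each of these 9 places libraries of both sexes in each group, so the sex differences add to the spread within groups. Few calls could arise there by construction, so the 0 calls do not show how many arise by chance. With 10 splits a share under 0.1 cannot be reached. A difference in library size between the sexes is not the whole source of the 69 calls, since a median of 54 of them (52 to 55 over 20 draws) kept call and direction after the hermaphrodite libraries were thinned to the male mean.

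Male gonad libraries held low counts of the mir-35 family. Its 4 abundant members were at 0.0491% of the hermaphrodite count for mir-35, 0.0859% for mir-36, 0.0605% for mir-37 and 0.0522% for mir-39. The highest of these ratios was 1.75 times the lowest. Carry-over of reads from the hermaphrodite libraries may account for the counts of these 4, and so may weak expression of the cluster in male gonads. For these 4 the explanations cannot be told apart, because both predict a like ratio. If carry-over is the source, their male level is overstated and their fold changes are too small. The ratio was not even over the whole family. For mir-40 it was 0.0844% (4 of 4737 counts), like that of the abundant members. It was 1.60% for mir-38 (2 of 125 counts) and 4.33% for mir-42 (10 of 231 counts), which lies outside the cluster. Carry-over at the share of mir-36, the highest of the 4, would supply 0.198 counts of mir-42 and 0.107 of mir-38, fewer than observed, although these counts are near the limit of 3 per library.

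In the other direction, mir-2209a had 3347 counts in the hermaphrodite libraries, 1.59% of its male count. Carry-over of male reads would bring mir-2208b along, which had 13581 male counts and only 18 hermaphrodite counts. At the share of mir-2208b, 279 counts of mir-2209a would be expected, and the observed count was 12.01 times that. On few counts, mir-2209c and mir-2208a had ratios like that of mir-2209a, at 1.90% (16 of 844 counts) and 1.52% (7 of 461 counts). Carry-over at such a ratio would act on mir-2208b as well, which stood at only 0.1325%. Carry-over that is even over miRNAs therefore does not account for most of the hermaphrodite counts of mir-2209a. Expression in hermaphrodite gonads, which also make sperm before oocytes, is a hypothesis that was not tested, as is a different treatment of reads shared between mir-2208 and mir-2209 genes.

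Reads shared between copies may blur lettered or numbered miRNAs. Summed over copies, 6 families remained called in the same direction (mir-2208, mir-2209, mir-4810, mir-4923, mir-789 and mir-8196), so the division of reads between copies is not the source of the family's difference. A sum mainly follows the most abundant copy and leaves the values of minor copies uncertain. For mir-239 the family did not keep a call (0 families, -0.78 on the log2 scale), with mir-239a higher in male gonads at 1.35 and mir-239b lower at -1.59. A difference between these copies and an uneven division of shared reads cannot be told apart, since the counting rule is not stated. In the mir-58 family, mir-58c was higher in male gonads at 6.49 and mir-58b lower at -1.61. A sum tests neither, because mir-58a holds 222685 counts against 1307 for mir-58c and 82 for mir-58b.

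Neighbouring miRNAs changed alike. Over 18 genomic clusters with 52 tested members, the mean standard deviation of log2 fold change within a cluster was 0.934, against 3.63 when members were permuted over the clusters. The one-sided permutation p was 0.0001, the smallest that 10000 permutations can give. Among 9 clusters with at least 2 calls, 7 had all calls in one direction. The 8 tested members of an X-linked cluster (mir-1018, mir-2220, mir-4807, mir-4808, mir-4809, mir-4810a, mir-4810b and mir-4923b) were all higher in male gonads, from 3.48 to 5.34. The exceptions were mir-58b with mir-58c on chromosome IV, and mir-74 at -1.93 with mir-75 at 1.53 on the X chromosome. The calls of mir-58b and mir-75 were each kept in 2 of the 6 fits that left out one library. Shared transcription of clustered genes is a hypothesis that goes with the pattern, but reads shared between similar neighbours were not excluded for each cluster.

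The X chromosome as a whole did not stand out. The median log2 fold change was 0.65 for 40 X-linked and 0.14 for 83 autosomal miRNAs, a difference of 0.51 with a two-sided permutation p of 0.527 when whole clusters were permuted. Calls numbered 16 higher in male and 10 higher in hermaphrodite gonads on the X, and 22 and 21 on autosomes. Of the 16, the 8 named cluster members make up a large part. A chromosome-wide difference of this size cannot be told apart from none with 27 X-linked clusters.

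A general excess of somatic tissue in the hermaphrodite preparations is not supported as the source of the miRNAs higher there. Muscle mir-1 was lower in male gonads while intestinal mir-60 was higher, a difference of 2.09 on the log2 scale (SE 0.598), and mir-228 was above mir-1 by 2.38 (SE 0.568). These differences do not depend on the scaling between libraries. An excess of muscle alone is limited by mir-1 itself, since it can lower no miRNA in male gonads by more than mir-1 if the mir-1 counts come from muscle. Of the other 30 miRNAs called as higher in hermaphrodite gonads, 10 fell further than mir-1 by more than 2 combined SE in fitted values. The log2 differences from mir-1 were -8.29 for mir-35 (combined SE 0.649) and -3.89 for mir-246 (combined SE 0.585). Among the 10, mir-8196b and mir-38 had 3 counts or fewer in every male library, with lower bounds of only 4.06-fold and 4.14-fold. Their fitted values cannot show a fall beyond that of mir-1, so muscle stays open for both. Muscle is not supported as the source of the rest of the 10, among them mir-40, whose lower bound was 162-fold. The other 20 lay within 2 combined SE of mir-1, 19 of them below it, and for these 20 an excess of muscle stays open, as it does for mir-1. An excess of somatic tissue in the male preparations was not tested as a source of the 38 miRNAs higher there. Of the markers, mir-228 and lsy-6 were among these 38, while mir-1 was lower in male gonads. The gonad itself contains somatic cells, and how many of these markers it expresses was not tested.

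Several miRNAs with low numbers were nearly absent. Of 60 annotated miRNAs (those numbered up to mir-90, with lin-4 and lsy-6), 6 had 3 counts or fewer in every library. They were mir-80 (5 counts in total), mir-86 (1 count), mir-46, mir-62, mir-55b and mir-84 (0 counts each), with 3 on chromosome III and 3 on the X chromosome. By contrast mir-81 and mir-82 were among the most abundant miRNAs. The 6 lay further along their chromosomes than the other 54, at a mean of 81.0% against 52.7% of the annotated length (one-sided exact permutation p 0.0015). An offset between the build used for alignment and the coordinates of the annotation could produce such a gradient. For mir-62 and mir-55b on the X chromosome it is not the source, because 4 miRNAs further along than mir-62 had over 1000 counts in total, up to 7814 for mir-56, and 2 did so further along than mir-55b. Past mir-84 there were 4 miRNAs, 0 of them over 1000 counts, but mir-63 had 459 counts in total and at least 30 in each library, which goes against an offset for mir-84 as well. The values also go against it for mir-80 on chromosome III, since its neighbour mir-238, further along the same cluster, had 218 counts in total and at least 17 in each library, and mir-90, further still, had 94 in total. For mir-86 and mir-46 it cannot be told apart from weak expression, as all 7 miRNAs further along than mir-90, these 2 included, had at most 1 count. A host gene on the same strand was no clear source either (3 of 6 against 13 of 54, two-sided Fisher's exact p 0.328).

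The right part of chromosome III was nearly empty of counts. The 15 annotated miRNAs past its midpoint had a highest total of 218 counts (mir-238) over the 6 libraries, against 7814 or more in each of the other 11 parts when all 6 chromosomes are divided at the midpoint. Drawing 15 of 248 annotated miRNAs at random gives so low a maximum with a probability of 0.00121, or 0.0145 after multiplying by the 12 parts. Chance placement of weakly expressed miRNAs is therefore not favoured, though neighbours in clusters are not independent. Loss of reads in alignment or counting and true low expression in gonads both stay open. Values of 0 in this region are best read as not detected under this counting.

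Male replicate 3 differed from the other male libraries in several abundant miRNAs. Its share of mir-235 was 27.4% against 7.34% and 6.84%, its share of mir-2209a was 10.5% against 17.4% and 18.3%, and its share of mir-61 was 3.20% against 11.7% in replicate 1. It was also the smallest library. No explanation was tested for a single library.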
